A study of Mus musculus with 12 samples. Its data were reported in "Dioxin-elicited decrease in cobalamin redirects propionyl-CoA metabolism to the β–oxidation-like pathway resulting in acrylyl-CoA conjugate buildup" (2022).

How the data were processed

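RNA was sequenced from scrapings of the proximal ileal epithelium of male C57BL/6 mice. The animals received sesame oil or TCDD, a dioxin (2,3,7,8-tetrachlorodibenzo-p-dioxin) that binds the aryl hydrocarbon receptor (AhR). Gavage was repeated every 4 days, and the labels give ages of 28 days at the start and 56 days at the end. The labels place 12 libraries in 4 groups of 3, namely vehicle and 3, 10 and 30 µg/kg TCDD. Replicate numbers were assigned here in accession order, since the labels give none.

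The deposited values are raw counts of reads per Ensembl gene, 1 library per file, with no normalisation. The authors placed reads that matched no gene, matched several genes or aligned to more than 1 place in separate entries, which were left out of library sizes and tests. Per the labels, libraries were made from total RNA with a commercial mouse kit and a further DNase step. The aligner, genome build, annotation release and strand setting are stated neither in the labels nor in the study's methods. The files list 46078 genes, of which 45229 matched the GENCODE M21 annotation by identifier. The unmatched genes held 0.749% of the counts. Symbols, positions, exon lengths and GC contents were taken from that annotation (mouse build GRCm38), so positions describe that annotation and not necessarily the authors' own. Because the strand setting is not stated, genes that have an antisense neighbour and were named by the rule given below are reported with that limit. Of the genes in the files, 17718 had no count in any library.

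The total assigned to genes was between 11695887 and 22180274 counts per library. A count of 3, used here as the floor for a gene not detected, equals 0.135 to 0.257 CPM (the usual count scaled to library size, as computed by edgeR), depending on the library. These limits cover counting error only, because the reads carry no molecular identifiers. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had at least 338 counts in every library, and Xist had at most 21, which checked the sex given in the labels.

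Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 15823 genes. Libraries were scaled with TMM (trimmed mean of M values) factors, and 1 quasi-likelihood model with 4 groups was fitted to all 12 libraries. Each dose was compared with vehicle, 10 with 3 µg/kg, and 30 with 10 µg/kg. A slope over the dose rank (0 to 3) tested a trend, and an F test of the 3 dose coefficients tested any difference. P-values were adjusted by the Benjamini-Hochberg (BH) method over the genes tested. A gene was called when its adjusted p was under 0.05 and its change was at least 1.5-fold; for the test of any difference the adjusted p alone was used. Standard errors of log2 changes were derived from the quasi-likelihood F statistic. Log2 CPM values used a prior count of 2.

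The genes named in the text were fixed by a rule. They were all members of the AhR target list (Cyp1a1, Cyp1a2, Cyp1b1, Ahrr, Tiparp and Nqo1) and of the cobalamin (Cbl) absorption list (Cubn, Amn, Lmbrd1, Abcc1 and Tcn2), and members of the other study lists that were called. Added to these were the 5 genes with the largest rise and the 5 with the largest fall at 30 µg/kg. These had to be called there, to have a mean count of at least 50, and to show no overlap between the libraries of 30 µg/kg and of vehicle. Genes named outside this rule are introduced as chosen after their values were seen. The monotone dose response of the 11 genes in the first and second list was tested with the Jonckheere-Terpstra statistic. Its two-sided exact permutation test ran over all 369600 arrangements of the 12 libraries.

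Gene sets were tested at each dose with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 and BH adjustment over 66 tests. Tests with fry, and with a correlation estimated from the data, were run beside it. The 22 sets comprised 6 lists drawn from the study: AhR targets, Cbl absorption, Cbl trafficking, propionyl-CoA carboxylation, the propionyl-CoA beta-oxidation-like pathway, and itaconate and macrophage genes. The others were marker lists for distal and proximal enterocytes, goblet, Paneth, tuft, enteroendocrine and stem cells, proliferation, B and plasma cells, T cells, smooth muscle, fibroblasts and pancreatic acinar cells, and lists for MHC class II, antimicrobial and inflammatory genes, and the circadian clock. Second marker lists for colon, pancreas, liver and skeletal muscle were written later, before their own values were seen. The groups, the tests, the 22 sets and the settings listed next, apart from 2 named as later, were fixed before the data were examined.

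The other settings tried were median-of-ratios and upper-quartile scaling, TMM without genes that hold over 1% of any library, no filter on low counts, and genes with at least 10 counts in every sample. Further ones were DESeq2 1.42.0, limma-voom, the library index sequence as a covariate, a fit of the compared groups alone, other thresholds and dose scales, and leaving out each replicate in turn. Another 2 settings were chosen after seeing the data. The first removed each library's smooth trend with exon length and GC content (mgcv 1.9.3). The second added a clock score as a covariate, which is the mean centred log2 CPM of the 10 listed clock genes with the sign of Arntl and Cry1 reversed. Correlations between comparisons that share the vehicle libraries were set beside 100 simulations of unchanged groups.

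The scripts were tested on simulated counts drawn from the real means and library sizes. The 200 changed genes were taken from those with a mean count of at least 50, so recovery at lower counts was not tested. The edgeR comparison recovered 185 of the 200, including 102 of 102 with a 4-fold change, and called 7 of the unchanged genes among 15659. It called 0 genes at each of the doses simulated without change. The trend test recovered 75 of the 200, which had been changed at 30 µg/kg alone. With a length trend added to the simulated counts, 88 unchanged genes were called without the correction and 6 with it. In the simulated sets, camera called 1 of 44 tests at the unchanged doses. The exact dose test was tried on normal random values in place of these counts. It gave a p under 0.05 for 4 of 60 simulated genes without a trend and for 20 of 20 with a steep one. The steep trend checks that the test runs and does not measure its power for weaker trends. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. No library was left out.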

Results

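Gene expression was measured by RNA sequencing in 12 libraries of proximal ileal epithelium, 3 per group. The total of gene counts per library was between 17890737 and 22180274 in vehicle and between 14509281 and 16033628 at 3 µg/kg TCDD. It was between 13713866 and 15733850 at 10 µg/kg, and between 11695887 and 19882816 at 30 µg/kg. Gene positions below are those of GRCm38. The first principal component of log2 CPM held 21.79% of the variance and the second held 20.42%. The 3 libraries of 30 µg/kg lay between 17.36 and 45.55 on the first component, and vehicle replicate 3 lay just below them at 16.93. Each of the 3 read indexes occurred once per dose. The labels give no sequencing date or pool, so a batch that followed dose cannot be told apart from dose.

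The comparisons with vehicle asked which genes responded at each dose. Of 15823 genes tested, 36 were called at 3 µg/kg, 9 higher and 27 lower than in vehicle. The comparison at 10 µg/kg called 97 genes, 77 higher and 20 lower, and that at 30 µg/kg called 628 genes, 487 higher and 141 lower. Without the condition on fold change, 40, 113 and 967 genes had an adjusted p under 0.05 at 3, 10 and 30 µg/kg. Across the settings tried on all replicates, the count at 3 µg/kg ranged from 6 in a fit of the compared groups alone to 84 with DESeq2. Leaving out replicate 1 of 3 µg/kg raised that count to 162, and a split of the same 6 libraries by the sign of the clock score described below gave 388. Genes of small RNA and ribosomal RNA classes made up 13 of the 36 genes called at 3 µg/kg, and all 13 were lower. Among the 13 was a ribosomal RNA gene with 2466 nt of exon sequence, which is not a small RNA. The comparison at 30 µg/kg called 34 genes of these classes, 32 of them higher, and some genes are in both counts with opposite signs.

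**Figure D1:**
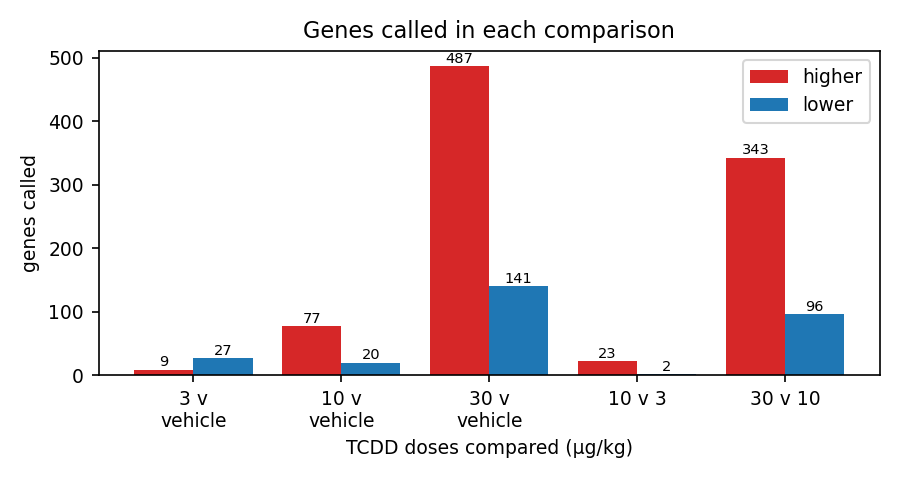
Genes called higher (red bars) or lower (blue bars) in each comparison of TCDD doses, in number of genes, from 3 libraries per group. The comparison of 30 µg/kg with vehicle has 487 higher and 141 lower, and that of 10 with 3 µg/kg has 23 higher and 2 lower.

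Known AhR target genes served to ask whether the receptor was activated in this tissue. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824) had 23.1 CPM ± 4.28 (SD, n = 3) in vehicle and 77.5 ± 60.1 at 3 µg/kg. It reached 1075 ± 235 at 10 µg/kg and 2982 ± 334 at 30 µg/kg. Its log2 change at 30 µg/kg was 7.01 (SE 0.57), with an adjusted p of 2.31e-05 in edgeR's quasi-likelihood test with BH adjustment. At 3 µg/kg the change of 1.74 (SE 0.46) was not called. Cyp1b1 (ENSMUSG00000024087, chromosome 17, 79701537 to 79715061) rose from 2.21 CPM ± 0.738 (SD, n = 3) in vehicle to 48.1 ± 3.71 at 10 µg/kg and 103 ± 10.6 at 30 µg/kg. The log2 change at 30 µg/kg was 5.53 (SE 0.22; edgeR adjusted p 7.93e-08). Ahrr (ENSMUSG00000021575, chromosome 13, 74211118 to 74292331) rose by 2.92 (SE 0.21) at 10 µg/kg and by 3.85 (SE 0.21; edgeR adjusted p 6.95e-07) at 30 µg/kg on the log2 scale.

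Tiparp (ENSMUSG00000034640, chromosome 3, 65528410 to 65555518), which has an antisense neighbour, rose by 1.38 (SE 0.14; edgeR adjusted p 0.000106) at 30 µg/kg on the log2 scale. It was not called at 10 µg/kg, where the change was 0.65 (SE 0.14; edgeR adjusted p 0.0628). Nqo1 (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) changed by 0.47 (SE 0.16; edgeR adjusted p 0.12) at 30 µg/kg and was not called. With the clock score as a covariate, the adjusted p of Nqo1 was 0.0389, within a range of 0.0389 to 0.347 over its alternatives. Cyp1a2 (ENSMUSG00000032310, chromosome 9, 57676937 to 57683703) had between 15 and 50 counts in the vehicle libraries and 0 counts in the 3 libraries of 3 µg/kg. Against the floor of 3 counts, vehicle was at least 7.32-fold higher than 3 µg/kg (edgeR adjusted p 0.00824). That call was lost, with an adjusted p of 0.205, when the compared groups were fitted alone. The 30 µg/kg libraries had between 20 and 33 counts of Cyp1a2, with a log2 change of 0.21 (SE 0.41; edgeR adjusted p 0.818). Without vehicle replicate 3 that change was -0.07. At 10 µg/kg Cyp1a2 had a log2 change of -2.14 (SE 0.50; edgeR adjusted p 0.0942) and was not called. Of the 6 listed genes, 1, 3 and 4 were called over all genes at 3, 10 and 30 µg/kg. The gene called at 3 µg/kg was Cyp1a2, which was lower than in vehicle. When p-values were adjusted over the list alone, 3, 5 and 5 had a value under 0.05. The counts at 3 and 10 µg/kg include the lower Cyp1a2.

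**Figure D2:**
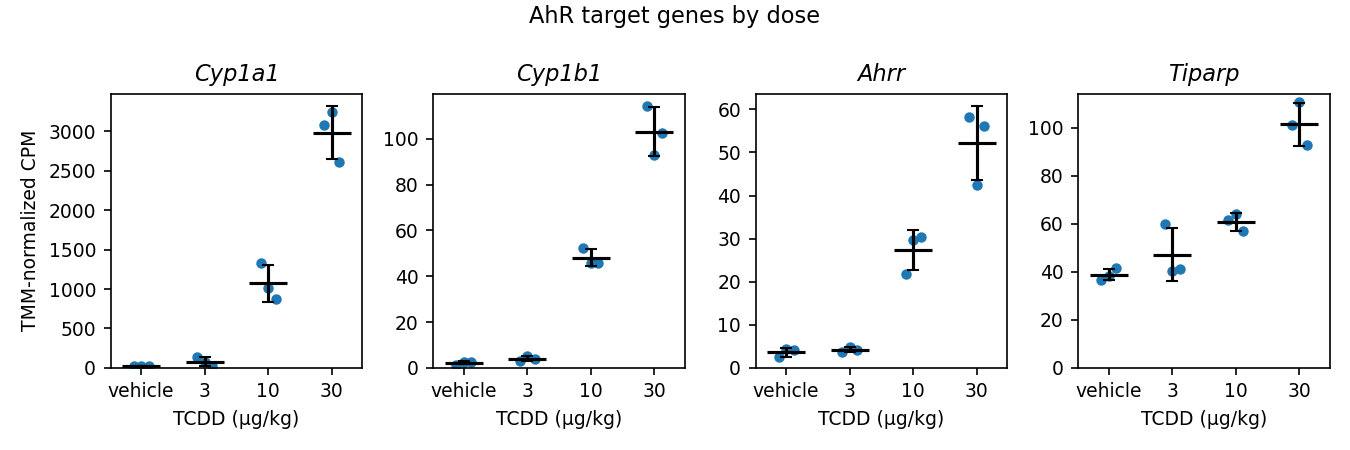
TMM-normalized CPM of Cyp1a1, Cyp1b1, Ahrr and Tiparp (linear axes from 0) against TCDD dose in µg/kg. Points are the 3 libraries of each group, horizontal bars the means and error bars 1 SD; Cyp1a1 has a mean of 23.1 CPM in vehicle and 2982 at 30 µg/kg.

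Genes of intestinal Cbl uptake and transport were compared because the study asked whether TCDD lowers Cbl absorption. Cubn (ENSMUSG00000026726, chromosome 2, 13276338 to 13491813), which encodes the receptor cubilin and has an antisense neighbour, had 1249 CPM ± 180 (SD, n = 3) in vehicle. Its level was 862 ± 746 at 3 µg/kg, 371 ± 292 at 10 µg/kg and 295 ± 120 at 30 µg/kg. The log2 change was -0.54 (SE 0.58; edgeR adjusted p 0.767) at 3 µg/kg and -1.75 (SE 0.60; edgeR adjusted p 0.193) at 10 µg/kg. It was -2.08 (SE 0.60) at 30 µg/kg, a 4.24-fold lower level, with an edgeR adjusted p of 0.0622. Cubn was therefore not called at any single dose. The adjusted p at 30 µg/kg ranged from 0.000347 to 0.18 over the alternatives, and 5 of them brought it under 0.05. Replicate 1 of 3 µg/kg had 1722 CPM, above every vehicle library, and without it the change at 3 µg/kg was -1.54. The slope over dose rank was called, with a fitted log2 change of -2.23 (SE 0.53; edgeR adjusted p 0.0274) over the whole range. The two-sided exact dose test for Cubn gave a p of 0.00996, or 0.0219 adjusted over the 11 genes tested. Its adjusted value lay between 0.0147 and 0.0713 over the alternatives, the highest without replicate 3 of 30 µg/kg.

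The other genes of the Cbl absorption list were not called at any dose. Amn (ENSMUSG00000021278, chromosome 12, 111271095 to 111276426) had a log2 change of -0.03 (SE 0.16) at 30 µg/kg. Lmbrd1 (ENSMUSG00000073725, chromosome 1, 24678630 to 24766301) changed by -0.20 (SE 0.10) there. The change was 0.19 (SE 0.18) for Abcc1 (ENSMUSG00000023088, chromosome 16, 14361558 to 14475737) and -0.14 (SE 0.13) for Tcn2 (ENSMUSG00000020432, chromosome 11, 3917192 to 3932159). The change of Amn was 0.02 without vehicle replicate 2 and 0.04 without replicate 3 of 30 µg/kg. Over all genes, 0 of the 5 listed genes were called at each dose, while 2, 3 and 1 had an unadjusted p under 0.05 at 3, 10 and 30 µg/kg. Adjusted over the list alone, 1 gene had a value under 0.05 at 30 µg/kg and 0 at the other doses. The study reported this list from these libraries and does not say how its genes were chosen. The count over the list is therefore not taken as independent evidence.

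Circadian clock genes separated the libraries within doses. The clock score was positive in 6 libraries, between 0.922 and 1.56, and negative in the other 6, between -1.67 and -0.753. Positive scores occurred in vehicle replicates 2 and 3, replicate 1 of 3 µg/kg, replicate 1 of 10 µg/kg and replicates 1 and 2 of 30 µg/kg. In each of the 4 groups, the libraries with a positive score had more Cubn than those with a negative score. The exact test of the dose trend within the 6 positive and the 6 negative libraries, over 32400 arrangements, gave a two-sided p of 0.00185 for Cubn.

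**Figure D3:**
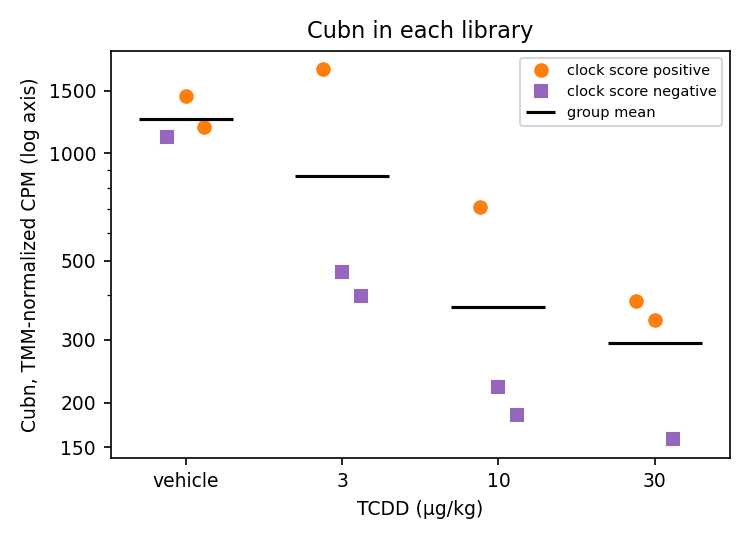
TMM-normalized CPM of Cubn (log axis) in each library against TCDD dose in µg/kg. Orange circles mark libraries with a positive clock score, purple squares those with a negative one, and bars the group means, which fall from 1249 CPM in vehicle to 295 at 30 µg/kg.

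Of the other lists drawn from the study, Mmab (ENSMUSG00000029575, chromosome 5, 114431034 to 114444060) was the 1 gene called. Its level was 6.28 CPM ± 0.382 (SD, n = 3) in vehicle and 11.1 ± 2.08 at 30 µg/kg, a log2 change of 0.83 (SE 0.18; edgeR adjusted p 0.017). The call was lost in 4 of the 6 fits that each left out one replicate, with an adjusted p of up to 0.0765. The lists for propionyl-CoA carboxylation, the beta-oxidation-like pathway, and itaconate and macrophage genes had 0 genes called at the 3 doses. An unadjusted p under 0.05 at 3, 10 and 30 µg/kg was found for 1, 2 and 1 of the 4 carboxylation genes, for 0, 0 and 0 of the 4 beta-oxidation genes tested and for 1, 1 and 1 of the 4 itaconate genes tested. Adjusted over the list alone, 0, 2 and 1 Cbl trafficking genes had a value under 0.05, against 1, 1 and 0 carboxylation genes, 0 beta-oxidation genes at any dose, and 0, 0 and 1 itaconate genes. These lists were taken from the study, which reported them for liver and does not say how their genes were chosen. The counts over them are therefore not taken as independent evidence either.

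The largest rises at 30 µg/kg under the fixed rule were those of Cyp1a1, Cyp1b1, Acta1, Apobec2 and Ahrr. Acta1 (ENSMUSG00000031972, chromosome 8, 123891769 to 123894751) rose from 3.19 CPM ± 1.79 (SD, n = 3) in vehicle to 132 ± 60.9, a log2 change of 5.38 (SE 0.43; edgeR adjusted p 1.98e-05). Actin genes are near-identical in their coding sequence, so this value is uncertain. Apobec2 (ENSMUSG00000040694, chromosome 17, 48419231 to 48432930) had a log2 change of 3.88 (SE 0.65; edgeR adjusted p 0.00356). The largest falls were those of Akp3, Slc13a1 and the immunoglobulin segments Ighv1-12, Ighv1-15 and Ighv1-19, whose reads can be shared with similar segments and are uncertain. Akp3 (ENSMUSG00000036500, chromosome 1, 87124973 to 87127912) had 22.9 CPM ± 3.28 (SD, n = 3) in vehicle and 1.73 ± 0.405 at 30 µg/kg, a log2 change of -3.70 (SE 0.82; edgeR adjusted p 0.0193). Slc13a1 (ENSMUSG00000029700, chromosome 6, 24088283 to 24168092) had a log2 change of -2.02 (SE 0.55; edgeR adjusted p 0.0488). The 3 immunoglobulin segments (ENSMUSG00000095416, ENSMUSG00000103254 and ENSMUSG00000096410, chromosome 12, 114615850 to 114709135) had log2 changes of -2.81, -2.56 and -2.30 in the order named. In the fits that each left out one replicate, the call of Akp3 held in 2 of 6 and that of Slc13a1 in 1 of 6. The calls of Ighv1-12 and Ighv1-15 held in 1 and 3 of 6, and those of Ighv1-19, Acta1 and Apobec2 in 6 of 6.

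Neighbouring doses were compared to ask whether a higher dose added a change. Between 3 and 10 µg/kg, 25 genes were called, 23 higher and 2 lower at 10 µg/kg. Between 10 and 30 µg/kg, 439 genes were called, 343 higher and 96 lower at 30 µg/kg. A trend over the dose rank was called for 520 genes, of which 401 rose and 119 fell. The test of any difference among the 4 groups gave 1073 genes. In the exact dose test, 5 of the 11 genes had an adjusted p under 0.05, namely Cyp1a1, Cyp1b1, Ahrr, Tiparp and Cubn. The exact p of Cyp1b1, 5.41e-06, is the smallest that the 369600 arrangements can give, and its adjusted value was 5.95e-05.

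The same vehicle libraries served all doses, so the overlap between doses was set beside simulations of unchanged groups. Genes called at both 3 and 10 µg/kg numbered 20, all 20 in the same direction. Between 3 and 30 µg/kg, 13 genes were shared and 8 had the same direction. At 10 and 30 µg/kg, 56 genes were shared and 51 had the same direction. Across genes, which are not independent replicates, the correlation of log2 changes was 0.64 for 3 with 10 µg/kg, against 0.48 in the simulations. For 3 with 30 µg/kg it was 0.36 against 0.48, and for 10 with 30 µg/kg it was 0.48 against 0.48. Of the 36 genes called at 3 µg/kg, 97.2% had the same sign at 10 µg/kg and 58.3% at 30 µg/kg, against simulated values of 86.3% and 87.1%. For genes called at 10 µg/kg, the share at 30 µg/kg was 79.4% against 85.6%. The simulated shares are for the genes with the largest changes, as many as were called, and not for genes called by a test. Simulated changes were also differences of mean log2 CPM in place of edgeR estimates. Real and simulated values are therefore not like for like, and no conclusion is drawn from their difference.

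Gene sets were used to ask which pathways and cell types shifted together. Camera called 24 of 66 tests, 5 at 3 µg/kg, 11 at 10 µg/kg and 8 at 30 µg/kg. Under fry, 1, 3 and 6 of these calls held at the 3 doses in that order, and under an estimated correlation 1, 1 and 2 held. Of 100 drawn splits of the 12 libraries, 5, the real grouping among them, gave at least 24 set calls, and the median of the others was 12. The AhR target list rose with a median log2 change of 1.79 at 10 µg/kg and 2.63 at 30 µg/kg, and both calls held under fry and under the estimated correlation. The Cbl absorption list was called lower at 3 µg/kg, with a median of -0.34 (camera adjusted p 0.043; fry adjusted p 0.181). It was not called at 30 µg/kg, where its median was -0.14. The Cbl trafficking list was called higher at 10 µg/kg, with a median of 0.19 (camera adjusted p 0.047; fry adjusted p 0.051). With each library's trend with length and GC content removed, its median was 0.12 and the call was lost (camera adjusted p 0.143). With the clock score as a covariate, its median was 0.28 and the call was kept (camera adjusted p 0.0272).

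The Paneth list rose at 30 µg/kg by a median of 1.48 and the goblet list by 0.82. The enteroendocrine list rose by 0.74 and the T cell list by 0.47, and these 4 calls held under fry. Under the estimated correlation the enteroendocrine call alone held (camera adjusted p 0.0424). The adjusted p was then 0.361 for Paneth, 0.245 for goblet and 0.496 for T cell. Once each library's trend with length and GC content was removed, the medians were 1.07 for the Paneth list, 0.36 for goblet, 0.59 for enteroendocrine and 0.22 for T cell, and camera still called all 4 lists. The proliferation list was also called higher, with a median of 0.55, but not under fry. The B and plasma cell list had a median of -1.41 and was not called under fry, with an adjusted p of 0.367. For the pancreatic acinar list 3 genes were tested. Its median was -5.28 at 3 µg/kg, -1.69 at 10 µg/kg and -4.04 at 30 µg/kg, and all 3 calls held under fry. Under the estimated correlation the call held at 3 µg/kg alone (camera adjusted p 0.0178). The adjusted p was then 0.0925 at 10 µg/kg and 0.0557 at 30 µg/kg. With vehicle as the reference, the acinar genes Pnlip and Ctrb1 were at least 6.29-fold and 12.2-fold lower at 3 µg/kg, counted against the floor. Smooth muscle genes were called lower at 3 and 10 µg/kg, with medians of -1.04 and -1.74, and were not called at 30 µg/kg. Fibroblast genes were called lower at 10 µg/kg, with a median of -1.07. The calls for smooth muscle and fibroblasts did not hold under fry. The antimicrobial and inflammatory list was called higher at 10 µg/kg, with a median of 0.56, but not under fry. With the clock score as a covariate its median was 0.04 and it was not called (camera adjusted p 0.289).

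The Paneth and proliferation lists were called higher at 3 and 10 µg/kg as well, where neither held under fry. The enteroendocrine list at 10 µg/kg had a median of 0.41 and held under fry, but not under the estimated correlation (camera adjusted p 0.405). The T cell list at 10 µg/kg had 0.31 and did not hold under fry. The B and plasma cell list was called lower at 10 µg/kg, with a median of -1.20, which did not hold under fry. The remaining lists were not called at any dose in the 4-group fit, but some were called after a correction. With the clock score as a covariate, the carboxylation list was called higher at 3 µg/kg (median 0.29, camera adjusted p 0.0218) and at 10 µg/kg (median 0.33, camera adjusted p 0.0197). With the length and GC trend removed, MHC class II was called higher at 3 µg/kg (median 0.24, camera adjusted p 0.00925). Under the same correction, proximal enterocytes were called lower at 3 µg/kg (median -0.15, camera adjusted p 0.0457) and distal enterocytes lower at 10 µg/kg (median -0.26, camera adjusted p 0.0436). Their medians at 30 µg/kg were 0.20 for propionyl-CoA carboxylation, -0.09 for the beta-oxidation-like pathway, 0.09 for itaconate and macrophage genes, -0.07 for distal enterocytes and -0.08 for proximal enterocytes. They were 0.09 for tuft cells, 0.39 for stem cells, 0.08 for MHC class II and -0.24 for the circadian clock.

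Changes at 30 µg/kg went with transcript length. Protein-coding genes with 300 to 600 nt of exon sequence, 86 in number, had a median log2 change of 1.17 at 30 µg/kg, 0.22 at 10 µg/kg and 0.01 at 3 µg/kg. Genes of 8000 nt and over, 2439 in number, had a median of -0.08 at 30 µg/kg. Ribosomal protein genes rose at 30 µg/kg whatever their summed exon length up to 8000 nt, with a median of 0.86 for the 35 genes of 1000 to 2000 nt and 0.76 for the 31 of 2000 to 4000 nt, against 0.16 and 0.03 for other protein-coding genes of these lengths. With each library's trend with length and GC content removed, 494 genes were called at 30 µg/kg, of which 423 were among the 628. The higher calls then made up 64.8% in place of 77.6%. The changes at 3 and 10 µg/kg went with GC content. At 3 µg/kg the median was 0.17 for protein-coding genes under 40% GC and -0.17 for those of 60% and over, and at 10 µg/kg these medians were 0.12 and -0.16.

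**Figure D4:**
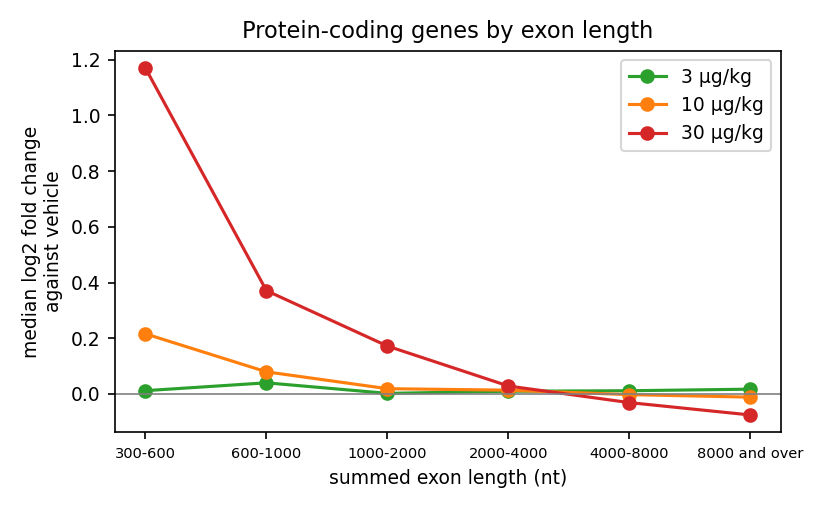
Median log2 change against vehicle (y axis) of protein-coding genes grouped by summed exon length in nt (x axis), with 1 line per TCDD dose from 3 libraries per group. At 30 µg/kg the median is 1.17 for genes of 300 to 600 nt and -0.08 for genes of 8000 nt and over.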

Values the study reported

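The study reported that Cubn fell 4.6-fold in the proximal ileum under TCDD. In the distal ileum it reported a 1.9-fold rise of the same gene. Its criteria for a changed gene were a fold change of at least 1.5 together with a posterior probability of at least 0.8.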

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

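The test of this pattern was chosen only after the result was seen. Reads aligned to more than 1 place belong to no gene in the counts and enter no comparison of the report. Their share of the listed reads was 33.9% in vehicle (from 32.5 to 34.6%), 32.0% at 3 µg/kg and 33.0% at 10 µg/kg. It was 37.73% (from 36.2 to 38.8%) at 30 µg/kg, higher in each of these 3 libraries than in any vehicle library. The difference from vehicle was 3.88 percentage points, with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 can give. It drew attention as a signal outside the gene counts that stood above the level of the controls. The share of reads outside annotated genes moved the opposite way, by -4.21 points, with the same exact p. A candidate explanation is a shift in fragment or transcript length, since short protein-coding genes also rose at 30 µg/kg and at no other dose by as much. In the other 9 libraries the share did not follow the short genes: the short-gene median was 0.469 in replicate 3 of 10 µg/kg, where the share was 31.9%. Both features occur together in the libraries of 30 µg/kg alone, so preparation of those libraries, RNA quality and an effect of TCDD cannot be told apart here.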

How the results depend on the processing

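Of the alternatives below, the removal of each library's trend with length and GC content and the clock score as a covariate were chosen after seeing the data. No paired analysis was possible because the labels give no replicate numbers, and the numbers used here follow accession order. The index sequence, which occurs once per dose, was tried as a covariate instead.

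The numbers of genes called depended on several settings. Without the filter on low counts, 71, 215 and 43 genes were called at 3 µg/kg, at 10 µg/kg and for 10 against 3 µg/kg. The 215 genes were 123 higher and 92 lower, against 77 higher and 20 lower with the filter. With at least 10 counts in every sample, 23 were called at 3 µg/kg and 13 for 10 against 3 µg/kg. DESeq2 called 84 genes at 3 µg/kg, 262 at 10 µg/kg, 43 for 10 against 3 µg/kg and 2143 for any difference. With the index as a covariate the counts were 18 at 3 µg/kg, 59 at 10 µg/kg and 636 for any difference. Fitting the compared groups alone gave 6 genes at 3 µg/kg, with fewer samples behind the estimate of the spread. With the length and GC trend removed, 23 genes were called at 3 µg/kg, 283 for 30 against 10 µg/kg and 672 for any difference. With the clock score as a covariate, 2179 genes were called for any difference. The cause was not tested for these changes.

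A threshold of 0.01 left, by construction, 18, 39 and 337 genes at 3, 10 and 30 µg/kg, 13 and 183 for 10 against 3 and 30 against 10 µg/kg, 221 for the trend and 422 for any difference. The adjusted p alone gave 967 genes at 30 µg/kg and 742 for 30 against 10 µg/kg, and adding the 1.5-fold condition to the test of any difference left 645. A slope over the linear dose gave 809 genes, of which 449 were among the 520 of the rank slope. The cause was not tested.

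Across the 6 fits that each left out one replicate, 19 to 162 genes were called at 3 µg/kg, 45 to 59 at 10 µg/kg and 433 to 655 at 30 µg/kg. For 10 against 3 µg/kg the range was 9 to 21, and for 30 against 10 µg/kg it was 188 to 348. Across 12 such fits, 297 to 640 genes were called for the trend and 562 to 1745 for any difference. The 162 and the 1745 came without replicate 1 of 3 µg/kg. At 3 µg/kg the count was 19 without vehicle replicate 1 or 3, 20 without replicate 2 of 3 µg/kg and 23 without its replicate 3. For 10 µg/kg the counts were 59, 45 and 52 without vehicle replicates 1, 2 and 3, and 51, 48 and 46 without replicates 1, 2 and 3 of 10 µg/kg. For 10 against 3 µg/kg they were 9 and 13 without replicates 2 and 3 of 3 µg/kg, and 16, 14 and 13 without replicates 1, 2 and 3 of 10 µg/kg. For 30 against 10 µg/kg, 188 and 288 genes were called without replicates 2 and 3 of 10 µg/kg and 238 without replicate 2 of 30 µg/kg. Leaving out replicates 1, 2 or 3 of 30 µg/kg gave 308, 340 and 297 genes for the trend and 637, 562 and 590 for any difference. Fewer samples lower the power of these fits.

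Cubn kept its direction at each dose under every alternative run, and its change across the fits without one replicate was -1.54 to -0.19 at 3 µg/kg, -2.62 to -1.43 at 10 µg/kg and -2.32 to -1.78 at 30 µg/kg, with no adjusted p under 0.05 among them. For 30 µg/kg its adjusted p fell under the threshold without the filter (-2.08, 0.0021), under limma-voom (-2.17, 0.0449), with the index as a covariate (-2.27, 0.0133), with the groups alone (-2.08, 0.00543) and with the clock score as a covariate (-2.26, 0.000347). At 10 µg/kg it did so without the filter (-1.75, 0.0314) and with the clock score (-1.58, 0.0201). The adjusted p ranged from 0.0201 to 0.526 at 10 µg/kg. The standard error of the change at 30 µg/kg, 0.60 in the 4-group fit, was 0.42 with the index and 0.31 with the clock score. Why the adjusted p fell in the other fits was not examined, and the cause was not tested.

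The number of set calls was 10 under fry and 4 with the estimated correlation, and the cause was not tested. It was 20 to 26 across the fits without one replicate. The exact dose test gave 4 to 5 genes in those fits; Cubn was the gene lost, without replicate 3 of 30 µg/kg. On library totals 7 genes passed, with Nqo1 and Lmbrd1 added.

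Among the named genes other than Cubn, 401 values were recomputed under alternatives. Of these, 370 kept their direction and side of the threshold, 27 lost the threshold (22 of them without one replicate) and 1 passed it. The other 3 reversed, all of them small changes at 30 µg/kg. Amn was 0.02 without vehicle replicate 2 and 0.04 without replicate 3 of 30 µg/kg, and ranged from -0.113 to 0.0426 across the fits without one replicate. Cyp1a2 was -0.0707 without vehicle replicate 3, and ranged from there to 0.780, without vehicle replicate 2. The cause was not tested. At 0 counts in a library, the depth allows a level of up to 0.207 CPM at 3 µg/kg, where Cyp1a2 had 0 counts. It allows up to 0.257 CPM in the shallowest library, which is of 30 µg/kg. The former limits what can be said of Cyp1a2, and both limit what can be said of the pancreatic genes.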

Other observations

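Several tests were chosen only after the result was seen: those with the clock score, the reading of the enterocyte lists themselves, the trends with length and GC content, the sums over list members under 1 CPM, the level of Alb and the smooth muscle list for Acta1.

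Each comparison was set beside other splits of its samples. At 3 µg/kg, 2 of the 10 splits of the 6 samples gave as many genes called, and the larger was the split by the sign of the clock score, with 388 genes against 36. With the clock score as a covariate, 53 genes were called at 3 µg/kg, of which 35 were among the 36. At 10 µg/kg, 1 of the 10 splits, the real one, gave as many; the split by clock score gave 75 genes. For 30 µg/kg, for 10 against 3 µg/kg and for 30 against 10 µg/kg it was also 1 of 10, a share that 3 against 3 cannot bring under 0.1. Of 100 drawn splits of the 12 samples, 1 gave as many genes for the trend and 1 as many for any difference, the real split in both; the largest other count for any difference was 1025. For the gene sets, 5 of 100 splits, the real one among them, gave as many calls, with up to 28 and a median of 12 in the others. The number of set calls alone is therefore weak ground for setting the doses apart from other groupings.

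Cubn fell with dose, and several technical explanations were weighed. A smaller share of enterocytes would lower their genes together. Of the 39 genes of the enterocyte lists, 1, or 2.56%, fell as far as Cubn at 30 µg/kg, and 17 were higher, which argues against that explanation. In the test set beforehand, the B and plasma cell list had a median of -1.41 while the goblet list rose, so other cell types moved apart, although the B cell list did not hold under fry. Leaving 8 abundant genes out of the scaling gave a change of -2.079, with scaling factors moved by up to 2.43%, so a few abundant genes do not account for the fall. The test of sampling time set beforehand counted clock genes called: 0 were called at any dose, and 1 had an unadjusted p under 0.05 at 30 µg/kg. As the libraries differed in clock genes within doses, the mean clock score took its place. It was 0.503 in vehicle, -0.325 at 3 µg/kg, -0.613 at 10 µg/kg and 0.434 at 30 µg/kg, a difference from vehicle of -0.0693 at 30 µg/kg. The scores at 3 and 10 µg/kg were lower. At 10 µg/kg the change of Cubn was -1.58 with the clock score as a covariate and -1.75 without it. Part of the fall at that dose may therefore go with clock phase. At 3 µg/kg the change was -0.540 with the covariate and -0.536 without it. The value without it compares group means and rests largely on replicate 1 of 3 µg/kg, which had a positive score. That library had 1722 CPM of Cubn, against 463.8 and 399.3 in replicates 2 and 3. These values therefore cannot decide whether the fall at 3 µg/kg goes in part with clock phase. With the clock score as a covariate the change at 30 µg/kg was -2.255 (SE 0.31), or 4.77-fold, and the trend test within libraries of like score gave an exact p of 0.00185. Differences in clock phase are therefore unlikely to be the cause of the fall at 30 µg/kg. The segment sampled stays open: the distal enterocyte list had a median of -0.0679, with 8 of 18 members higher, which decides nothing. A batch that followed dose also stays open, beside an effect of TCDD.

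Cubn varied between libraries of one dose with the clock score. Dbp, an output gene of the clock, had 29.0 to 121 CPM in the 6 libraries with a positive score and 0.98 to 3.39 in the other 6, while Arntl had 5.51 to 8.71 and 42.3 to 64.5; both have an antisense neighbour. Outside the clock list, 1746 genes went with the score in edgeR at a BH-adjusted p under 0.05. For Cubn the slope within doses was 0.489 log2 units per unit of score, positive in 4 of 4 doses, with an exact permutation p of 0.000772 (0.00231 adjusted over the 3 scores tried). A candidate explanation is that the animals were sampled at differing clock phases. The paper reports that tissue was harvested within the first hours of the light phase, which narrows the differences in time of day that are possible. The labels give no time per library. The same test gave 0.559 for the smooth muscle and fibroblast score and 0.154 for the proximal less the distal enterocyte score, so neither showed a relation, and both stay open with so few libraries. The libraries fall into separate clusters of clock score, so no pooled correlation is given.

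Short transcripts were higher at 30 µg/kg. The 82 protein-coding genes of 300 to 600 nt that are not ribosomal protein genes had a median log2 change of 1.17, and 92.7% of them were higher, so ribosomal protein genes alone do not account for it. The median per library was 0.965 to 1.17 at 30 µg/kg and -0.292 to 0.469 elsewhere. After thinning all libraries to the smallest total it was 1.04, which argues against read depth. The 70 small nucleolar and Cajal body RNAs had medians of -0.35, -0.35 and 0.49 at 3, 10 and 30 µg/kg. For these genes the pattern is consistent with a length bias of the libraries of 30 µg/kg, which the design does not separate from an effect of TCDD on short transcripts. Summed exon length does not account for the ribosomal protein genes under 8000 nt. At 30 µg/kg they rose by a median of 0.76 at 2000 to 4000 nt and 0.75 at 4000 to 8000 nt. Other protein-coding genes of these lengths changed by 0.03 and -0.03. The 5 ribosomal protein genes of 8000 nt and over did not rise, with a median of -0.10 against -0.08 for other protein-coding genes. The rise of those under 8000 nt stays open. The excess of higher calls at 30 µg/kg shrank without vanishing when the trend was removed, with 320 genes higher and 174 lower. Trends with summed exon length and GC content therefore do not explain all of it. Summed exon length takes in the exons of every annotated transcript of a gene. A bias with the length of the transcripts present was therefore not tested and stays open. With both the trend removed and the clock score as a covariate, 446 were higher and 333 lower.

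Some genes were counted in a single dose. The genes named here were chosen after their values were seen. They had at least 10 counts in each library of a dose and 5 times the CPM of any other library. At 3 µg/kg these were Fabp6, with 390 to 556 counts and at most 5 elsewhere, and Fgf15, which has an antisense neighbour, with 24 to 32 and at most 3. At 10 µg/kg there were 6, with Car1 at 714 to 857 counts and 0 elsewhere, followed by Tgm3, Aqp8, Mptx1, Atp12a and Cyp2d34. Vehicle and 30 µg/kg had 0 such genes. Of the 220 trios of libraries, 2 had as many as 3 µg/kg and 1 as many as 10 µg/kg, and the trios that mix doses had 0.

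The genes of 10 µg/kg include known colon genes, and a second colon list was tested. Its planned sum overlapped, with the lowest value at 10 µg/kg 0.537 times the highest elsewhere, because the ileum expresses Lypd8 (1310 CPM in vehicle) and Cyp2c55 (57.2 CPM). The 9 members with a mean under 1 CPM over all libraries summed to 25 to 27 counts at 10 µg/kg and 0 to 11 elsewhere, a ratio in CPM of 2.47. That filter leaves out Ly6g6c, which had 0.517 CPM in vehicle, 0.991 at 10 µg/kg and 3.98 at 30 µg/kg. With the filter set on vehicle alone, which keeps it, the sums overlapped, with a ratio of 0.305. The result thus rests on the filter, and reads or RNA of colon stay open as the source, beside colonic gene expression under TCDD, which was not tested. Fabp6 and Fgf15 are genes of the distal ileum. The distal enterocyte list without these and Slc10a2, a further bile acid gene left out with them, had a median of -0.141 at 3 µg/kg with 4 of 15 members higher, and the whole list had -0.06 with 7 of 18 higher. Slc10a2 itself went with a more distal segment, with 10.3 CPM ± 5.60 (SD, n = 3) at 3 µg/kg and 1.78 ± 1.18 in vehicle (log2 change 2.51, edgeR adjusted p 0.0813), and was not called. Members that go both ways leave a more distal segment open, and carry-over from other libraries was not tested.

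The genes of the pancreatic acinar list were higher in vehicle than in the other groups. A second pancreas list did not follow in its planned sum, which was 40.7 to 53.8 CPM in vehicle and 110 to 138 at 30 µg/kg, a ratio of 0.295 of the lowest vehicle value to the highest elsewhere. Its members Pnliprp2, Clps and Klk1 are expressed in all groups and were higher at 30 µg/kg than in vehicle, Pnliprp2 with 70.1 against 24 CPM. The 7 members under 1 CPM summed to 41 to 74 counts in vehicle and 9 to 23 elsewhere, a ratio in CPM of 1.39. Ctrl, among these 7, did not follow, with 0.688 CPM in vehicle, 0.533 at 3 µg/kg, 0.734 at 10 µg/kg and 0.714 at 30 µg/kg. Traces of pancreas in the vehicle samples may explain the falls of the acinar list, but neither the level of Ctrl nor the rise of Pnliprp2, Clps and Klk1. A lower expression under TCDD was not separated from it.

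Cyp1a2 had 0 counts at 3 µg/kg. Liver RNA holds Alb far above Cyp1a2, but Alb had 0.0188 CPM in vehicle beside 1.41 CPM of Cyp1a2, which argues against liver as the source in vehicle. Alb took the place of the comparison set beforehand, that of the second liver list, which gave a ratio of 0.272 of the lowest vehicle value to the highest at 3 µg/kg; at most 13 counts per gene were behind it. No other explanation was tested.

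Acta1 rose with dose. The second skeletal muscle list did not follow: its lowest sum at 30 µg/kg was 0.707 times the highest in vehicle, and Ckm had 0.272 CPM where Acta1 had 132. The smooth muscle list had a median of -0.411 at 30 µg/kg. Neither muscle is therefore a likely source. Reads aligned to more than 1 place entered no gene, so reads that fit several actin genes equally were not counted for Acta1. Reads of other actin genes that were placed at Acta1 alone stay open.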
